# Transcriptome-wide m6A methylation profiling of Wuhua yellow-feathered chicken ovary revealed regulatory pathways underlying sexual maturation and low egg-laying performance

**DOI:** 10.3389/fgene.2023.1284554

**Published:** 2023-10-20

**Authors:** Congjun Jia, Mengling Zhang, Xiaoyan Liu, Weilin Xu, Yanqing Xiong, Rihao Huang, Meidi Li, Mingna Li

**Keywords:** Wuhua yellow-feathered chicken, ovary, m6A methylation, sexual maturation, reproduction

## Abstract

RNA N6-melthyladenosine (m6A) can play an important role in regulation of various biological processes. Chicken ovary development is closely related to egg laying performance, which is a process primarily controlled by complex gene regulations. In this study, transcriptome-wide m6A methylation of the Wuhua yellow-feathered chicken ovaries before and after sexual maturation was profiled to identify the potential molecular mechanisms underlying chicken ovary development. The results indicated that m6A levels of mRNAs were altered dramatically during sexual maturity. A total of 1,476 differential m6A peaks were found between these two stages with 662 significantly upregulated methylation peaks and 814 downregulated methylation peaks after sexual maturation. A positive correlation was observed between the m6A peaks and gene expression levels, indicating that m6A may play an important role in regulation of chicken ovary development. Functional enrichment analysis indicated that apoptosis related pathways could be the key molecular regulatory pathway underlying the poor reproductive performance of Wuhua yellow-feathered chicken. Overall, the various pathways and corresponding candidate genes identified here could be useful to facilitate molecular design breeding for improving egg production performance in Chinese local chicken breed, and it might also contribute to the genetic resource protection of valuable avian species.

## Introduction

The Wuhua yellow-feathered chicken (Supplementary Figure S1A) is an exclusive local breed native to Wuhua County in Meizhou City, Guangdong Province. It is known for its excellent meat quality and strong disease resistance ability (Weng et al., 2020). It is a small type of native chicken breed with relatively low growth and reproductive performance. Currently, it is primarily used as a meat-type breed and significant efforts have been made to improve its performance in meat production. The egg-laying performance, however, has been rarely studied. As a dwarf chicken breed, it possesses innate advantage of being an egg type strain, just like “Nongda No.3” grain-saving laying hens (Ning et al., 2013). Its small body size can help to conserve grain, thus alleviating competition for the grain between humans and livestock. It has been established that egg-laying performance is not only an economic trait, but also can serve as a very important reproductive characteristic. However, low reproductive performance has significantly limited both industrial development and genetic resource protection of the Wuhua yellow-feathered chicken. Therefore, there is an urgent need to improve the egg-laying performance of the Wuhua yellow-feathered chicken.

Egg-laying performance can be strongly associated with the chicken follicle development, which is a complex process controlled by the gonadal axis of the reproductive endocrine system (Johnson, 2012). Before attaining sexual maturity chicken ovary contains numerous quiescent primordial follicles. At the onset of laying, however, follicles with different development stages develop in the sexually mature ovary at the same time. Interestingly, a previous study has indicated that a sexually mature ovary in hen contains approximately 12,000 oocytes, but only a few hundred oocytes were selected to reach maturity and ovulate (Onagbesan et al., 2009). During the egg-laying period, one single small yellow-feathered follicle (SYF) was chosen from the cohort of SYFs to develop into a hierarchal follicle every single day, which constitutes a complicated process termed as the follicle selection (Johnson and Woods, 2009). The selected follicles then grow fast and can eventually ovulate in a few days. Thus, the successful follicle selection is the fundament of egg production and reproductive performance. The development of chicken ovary follicle is mainly regulated by multiple genes related to the various biological processes such as steroid hormones biosynthesis, granulosa cell proliferation and differentiation (Woods and Johnson, 2005). In addition, a number of important epigenetic events, such as DNA methylation and RNA modifications, have been reported to be involved in regulation of chicken follicle development (Zhu et al., 2015; Fan et al., 2019).

m6A is the most abundant type of posttranscriptional RNA modification found in eukaryotic species (Dunin-Horkawicz, 2006). m6A is defined as the methylation of adenosine 6 positions in mRNAs and some non-coding RNAs. It is primarily controlled by three different regulators namely, methyltransferases, demethylases, and recognition factors. These three regulators are also known as “writers”, “erasers”, and “readers” of the m6A. As a kind of important epigenetics modifications, it has been found to be associated with various physiological processes including modulation of various reproductive traits in mammals. For instance, a comprehensive review article elegantly summarized the role of m6A on the female reproductive biology and pathophysiology in recent years (Huang and Chen, 2023). In the review, the authors have discussed all aspects of the physiological function of m6A in female reproductive system and related diseases. Interestingly, in yak, m6A was identified as the key epigenetic modification involved in the sexual maturity process of male yak (Wang et al., 2021) and in the development of follicles in the female yak (Guo et al., 2022). In chicken, there is only one study performed by using the commercial chicken breed to investigate the possible role of m6A in the follicle development so far (Fan et al., 2019). The function of m6A on the development of chicken ovary, especially in Chinese local chicken breed, remains largely unclear.

Thus, to better understand the dynamic changes and the functional relevance of m6A in chicken ovary during sexually maturity, we have profiled the transcriptome-wide m6A methylation in Wuhua yellow-feathered chicken ovary. The results of this study may provide important insights for understanding the underlying molecular mechanisms related to the sexual maturation in Chinese indigenous chicken breeds. The findings may also be important for genetic improvement of egg laying performance.

## Materials and methods

### Ethics statement

All animal experiments were approved by the Animal Ethics Committee of Guangdong Meizhou Vocational and Technical College (GDMZVTC-2022-001). All animal procedures were performed in strict accordance with the guidelines proposed by the Ministry of Agriculture and Rural Affairs of the People’s Republic of China.

### Animals and sample collection

Six healthy Wuhua yellow-feathered chickens, used for sample collection were originated from Wuhua yellow-feathered chicken reservation farm, Wuhua Country, Meizhou, Guangdong province of the People’s Republic of China. Among these, three hens were 14 week old (before laying period, named group BLP) and three were 35week old (during laying peak period, named group LPP). The whole ovary was collected from each animal after euthanizing within 10 min (Supplementary Figure S1B). The yolk in the follicles was carefully removed by phosphate buffered saline. After collection, the tissue samples were stored in liquid nitrogen for further RNA isolation.

### RNA isolation and construction of library for MeRIP-Seq and RNA-seq

Total RNA was isolated from each ovary sample using the TRIzol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. Both the concentration and purity of the RNA were measured using the NanoDrop 2000 (NanoDrop, Wilmington, DE, United States).

The mRNA was first enriched from the total RNA using the Dynabeads Oligo (dT) and then fragmented. The fragmented RNAs were then divided into two distinct parts, one for isolation of m6A enriched mRNA and the other used for RNA-seq as the input background. The former part of the fragmented RNAs was incubated with the m6A-Dynabeads at room temperature for 1 h to allow them to bind to the beads. Eluted m6A-containing fragments (IP) and untreated input control fragments (the latter part) were then concentrated to generate the final cDNA library, respectively. The libraries were thereafter qualified and absolutely quantified using an Agilent Bioanalyzer 2100 (Agilent Technologies, CA, United States). The prepared libraries were then sequenced on an Illumina Hiseq X Ten.

### Analysis of sequencing data

The raw reads, including data from MeRIP-seq and RNA-seq, were thereafter processed using the Trimmomatic (v 0.39) (Bolger et al., 2014) software to obtain the clean reads by removing the reads with adapter or ploy N as well as the reads with relatively low quality (Q < 15, read_length <50 bp). The clean reads were then aligned to the chicken reference genome GRCg7b (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_016699485.2/) by using the HISAT2 (v 2.1.0) (Kim et al., 2015) with default parameters. Finally, only unique reads with high mapping quality were retained for further analysis.

### MeRIP-seq

To access the quality of methylated RNA immunoprecipitation sequencing data, R package Guitar (Cui et al., 2016) was adopted.

After all the quality control procedures mentioned above were performed, MeTDiff (v 1.1.0) (Cui et al., 2018) was used to call the peaks of m6A modification in each group with the input data as the control (*p*-value < = 0.05, fold change > = 1.5). When calling m6A peaks, all the parameters were set in default (except the option FRAGMENT_LENGTH = 200). To investigate the possible difference in m6A modification between group BLP and group LPP, the MeTDiff was used again (FRAGMENT_LENGTH = 200). The annotation of the identified m6A peaks in each group and differential m6A peaks between groups was carried out by ChIPseeker (v 1.12.1) (Yu et al., 2015).

The sequence motifs of m6A sites were detected using DREME (v 5.5.2) (Bailey, 2011). The functions of the m6A modification genes were investigated using GO and KEGG analysis. GO analysis was performed using the tools offered by the Gene Ontology Consortium (http://geneontology.org/). KEGG analysis was conducted using tools offered by the Kyoto Encyclopedia of Genes and Genomes (https://www.genome.jp/kegg/).

### RNA-seq (input data)

The input data were used determine the levels of gene expression and used as the background in m6A peak calling. After the quality control, the HTSeq (v 0.9.1) (Anders et al., 2015) software was employed to obtain the number of reads which were located in each protein coding gene. The number of reads captured was then normalized using the algorithm called Fragments Per Kilobase of Transcript Per Million Fragments Mapped (FPKM) (Roberts et al., 2011) by Cufflinks software (v 2.2.1) (Trapnell et al., 2012). The differential expression genes were thereafter identified using DESeq2 (v 1.18.0) (Anders et al., 2012) with the criteria fold change in FPKM >2.0 or <0.5, and *p*-value≤0.05. The function of the differential expression gene was investigated using GO and KEGG analysis.

### Combination analysis of MeRIP-seq and RNA-seq

To reveal the potential functions of dynamic m6A modification in regulating mRNA function during the development process of Wuhua chicken ovary, we examined the correlation between the gene expression levels and the abundance of m6A peaks based on the calculated fold changes. Generally, the m6A peaks with a Log2 fold change >0.5 or < −0.5, *p*-value <0.01, and the corresponding genes with a Log2 fold change >0.5 or < −0.5, *p*-value <0.01 were considered to be significant in the combination analysis.

## Results

### Morphological characteristics of chicken ovary

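The ovaries of 3 hens of 14 weeks, before laying, formed the BLP group, and those of 3 hens of 35 weeks, at the laying peak, formed the LPP group. In MeRIP-seq, an antibody captures fragments of RNA that carry m6A, and the captured fragments are sequenced beside the untreated RNA of the same sample, the input. Each ovary gave 1 captured and 1 input library, which makes 12 libraries. The authors trimmed the reads with Trimmomatic 0.39, aligned them to GRCg7b with HISAT2 2.1.0 and kept uniquely mapped reads. The paper's Table S2 reports 46658935 to 48611040 uniquely mapped reads (median 47071654) in the captured BLP libraries and 45820162 to 48959400 (median 46598111) in those of the LPP group. The authors called m6A peaks with MeTDiff, with the input libraries as the background, and 1 peak list per stage holds the result for its 3 hens together. The deposited lists give the bounds of each peak and some of the adenosines inside it, each with a prediction score between 0 and 1, but no read count or enrichment. They therefore give no value per hen, and differences between the lists were not tested. For the values given here, each peak was assigned to a protein-coding gene of the RefSeq annotation of GRCg7b when it lay inside that gene and no other. Peaks inside overlapping genes or reaching past the end of a gene are left out of these counts. A peak of one stage counted as shared when the other stage had a peak with at least 1 of the same listed adenosines.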

To decipher the transcriptome-wide m6A methylation profiles during the process of Wuhua yellow-feathered chicken ovary development, we collected the ovaries at two contrasting stages (BLP vs. LPP, Figure 1) in triplicates for MeRIP-seq. Based on the picture of ovaries sampled at two different stages, we observe the distinct differences in both shape and size of ovaries. In generally, ovaries before the sexual maturity are small, and the follicles present on it are found in the primordial follicle stage. After the sexual maturity, however, the size of ovary is times bigger than that before the maturation. There were follicles of different sizes observed in various development stages in one ovary, which can be roughly divided into two parts, namely, pre-hierarchical follicles and hierarchical follicles (F1-F5).

**FIGURE 1:**
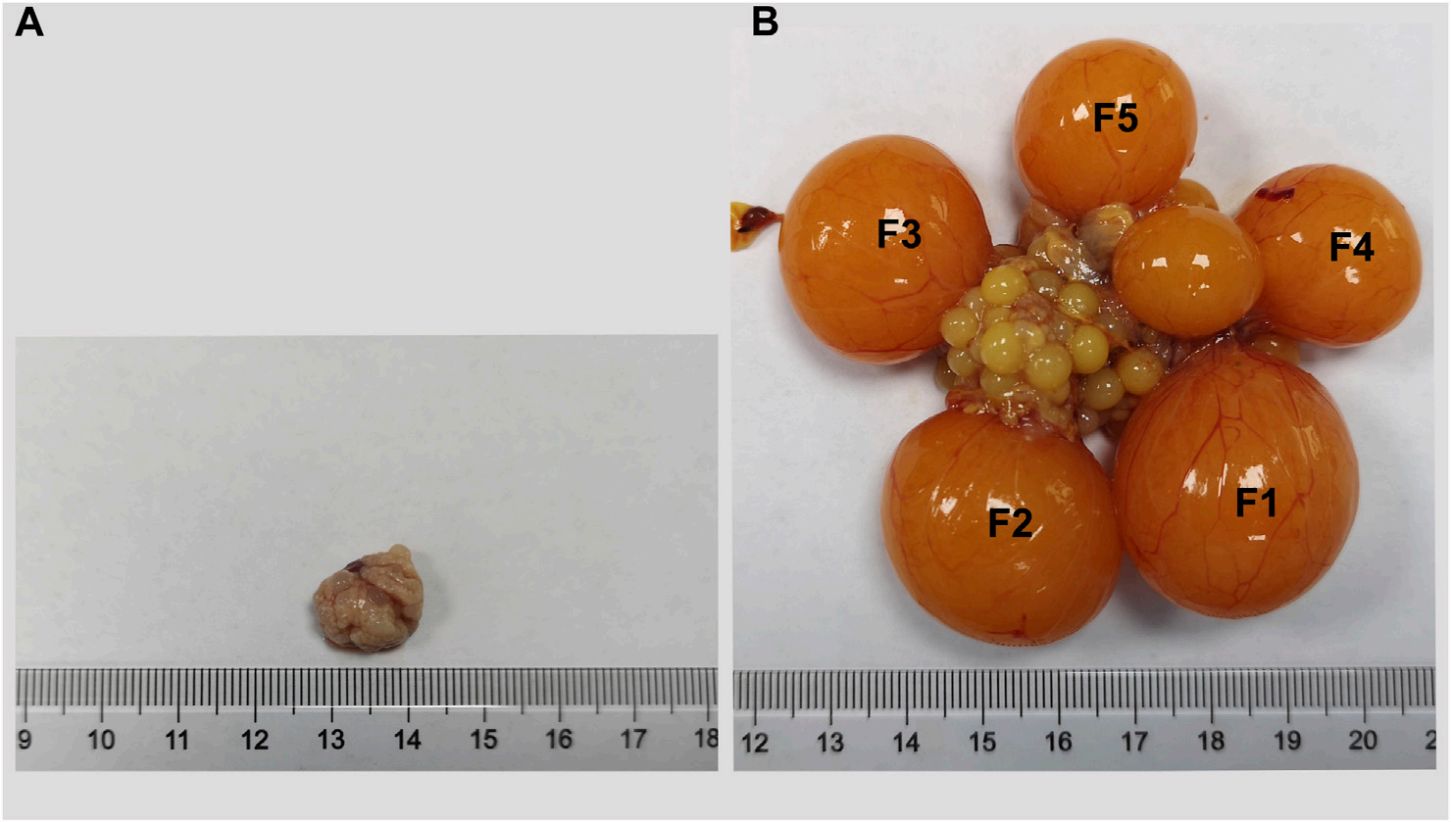
The ovary of Wuhua yellow-feathered chicken before **(A)** and after **(B)** sexual maturation.

### General features of m6A methylation in chicken ovary before and after sexual maturation

The number of raw reads getting from the MeRIP-seq of each sample ranged from 52.17 M to 62.99 M. After the quality control, we obtained 51.99 M–55.83 M clean reads for each sample. For RNA-seq, the number of raw reads varied from 48.19 M to 76.88 M for each sample, and the clean reads number was 47.97 M–54.93 M for each sample. 

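The 6 input libraries gave the expression data, as a deposited table of FPKM values for 16342 protein-coding genes. The authors counted reads per gene with HTSeq and made FPKM values from them with Cufflinks. Each of the 98052 values lay within 0.01 of a whole number of reads, so the depth could be recovered. The BLP libraries held 35755481 to 40746981 reads in genes (median 39176926), and the LPP libraries held 40612408 to 41395580 (median 40758735). These reads are 81.8% to 84.6% of the uniquely mapped input reads in the paper's Table S2, which are 43689027 to 49718277 per library. The 10 genes with the most reads took 4.56% to 6.59% of a library. FPKM values were divided by median-of-ratios factors, which were 1.04 to 1.05 in BLP and 0.949 to 0.973 in LPP. Without these factors, the median gene would lie 0.12 lower in LPP on the log2 scale, a shift of −0.12. Levels are given as scaled FPKM with the SD over 3 hens, and changes as log2 fold changes of LPP against BLP on log2(FPKM + 0.5), which understates the change of genes with low values. The 13572 genes with a mean of at least 0.5 FPKM were tested with limma, with Benjamini-Hochberg adjustment. An exact permutation test of 1 gene in 3 hens against 3 cannot give a p under 0.1, so no such test was used.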

The detailed information of the sequencing data has been listed in the Supplementary Table S1. The mapping statistics of the clean reads has been reported in Supplementary Table S2, Supplementary Figure S2A, and only the unique high-quality reads were used for the following analysis.

We identified 24,830 and 25,293 m6A peaks in chicken ovary of BLP and LPP group, respectively. 

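The deposited lists held 24250 peaks in the BLP group and 24716 in the LPP group. In the BLP group 9886 protein-coding genes had a peak inside them and inside no other gene, and in the LPP group 9905. Of these, 9083 genes carried such a peak at both stages, 803 only in BLP and 822 only in LPP. Among genes of the follicle, *AMH*, a hormone of granulosa cells, had 1 peak at each stage, and *LHCGR*, the receptor of luteinizing hormone, had 2 at each. The progesterone receptor gene *PGR* also had 2 peaks at each stage. *FST*, which encodes follistatin, had none inside it in BLP and 2 in LPP, whereas *ZP1*, of the egg envelope, had 1 in BLP and none in LPP. No peak touched *CYP11A1* or *CYP17A1*, enzymes of steroid synthesis, at either stage, and *CYP19A1* had 2 peaks in BLP and 1 in LPP that also lay inside an overlapping gene. Of the peaks, 21482 in BLP and 22117 in LPP lay inside exactly 1 gene, 1353 and 1414 inside several overlapping genes, and 1089 and 831 inside none. The other 326 and 354 lay on sequences that could not be matched to a chromosome. In BLP 2868 genes carried at least 3 peaks, and in LPP 3024.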

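Measured from the first to the last base on the genome, the peaks covered 70764209 bp in the BLP group and 75020676 bp in the LPP group. The median peak spanned 524 bp in BLP and 590 bp in LPP, and the mean was 2918 bp and 3035 bp. The longest peak spanned 347764 bp in BLP and 236815 bp in LPP. Peaks of up to 300 bp made up 34.5% of the BLP list and 33.1% of the LPP list. Of the 4 LPP peaks inside *CASP18*, which encodes an initiator caspase, the first spans chromosome 7 from 11056402 to 11056551 and the second from 11058179 to 11059136. Spans include introns that a peak crosses, since the lists give no exon blocks.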

The statistical analysis of the identified peaks has been displayed in additional files (Supplementary Table S3, Supplementary Figures S2B–D).

To further investigate the distribution of m6A peaks across the transcript, we annotated the peaks that were identified. The results demonstrated that the peaks were markedly enriched in the exon region (CDS) and stop codon in both BLP and LPP groups (Figures 2A, B).

**FIGURE 2:**
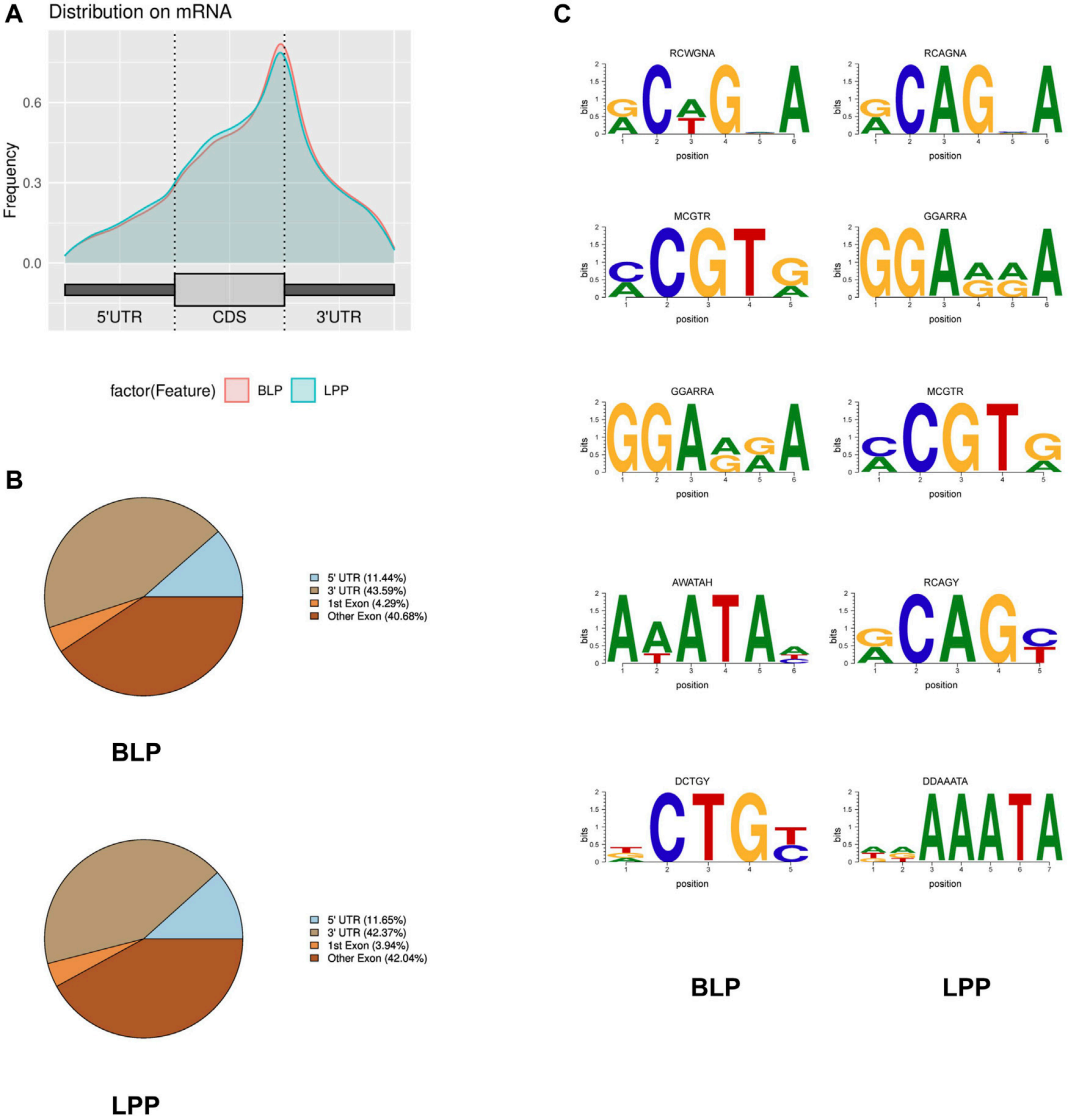
Overview of the m6A methylation profile in Wuhua yellow-feathered chicken ovary. **(A)** Distribution of m6A peaks along transcripts. **(B)** Proportion of m6A peaks fallen along transcripts. **(C)** The top motifs enriched across m6A peaks identified from BLP and LPP.

To determine the motifs present in m6A peaks, we scanned each peak, and the top 5 sequence motifs in BLP and LPP have been listed in Figure 2C. We observed that both MCGTR (M = A or C; R = A or G) and GGARRA (R = A or G) were significantly enriched in m6A peak sites in chicken ovary.

### Differential m6A methylation analysis

The m6A results of biological replicates within each group exhibited high concordance using the Pearson correlation coefficient (Figure 3A), which suggested that the samples we used is the present study were of good quality and suitable for analysis. To further detect the dynamic changes of the m6A methylation in two distinct physical phases, we assessed the differentially methylated m6A peaks (DMPs). 

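Most peaks of one stage had a counterpart in the other stage. Of the BLP peaks, 19735 (81.4%) shared a listed adenosine with an LPP peak, and of the LPP peaks, 19591 (79.3%) with a BLP peak. The other 4515 BLP peaks lay on 2829 genes, and the other 5125 LPP peaks on 3323 genes. Among the genes with a peak only in the BLP list were *RXRG*, a retinoid receptor, and *FTO*, an m6A demethylase, with 1 peak each. Genes with a peak only in the LPP list included *IHH*, a hedgehog ligand, and *COL1A1*, a chain of type I collagen, with 1 peak each. Peaks without a counterpart were shorter, with a median of 248 bp in BLP and 300.0 bp in LPP against 648 bp and 650.0 bp for shared peaks, and a longer peak lists more adenosines and so can share one more easily. On genes with a mean of at least 5 FPKM in both stages, the shared part was 88.7% of BLP and 84.5% of LPP peaks. With an overlap of at least 50% of both peaks it was 64.2% and 63.0%. An overlap of lists is not a test of enrichment, and a peak just under the calling threshold in one stage counts as absent.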

Interestingly, differential peak analysis revealed that 1,476 DMPs between these two groups (Supplementary Table S4), which could be potentially associated with the development of chicken ovary. As it listed in Table 1, the total length of the DMPs were 3,583,532 bp with an average length of 2,427.87 bp, which represents about 0.35 percent of the chicken genome. Among the various DMPs identified, it was found that compared to BLP, the number of significantly upregulated methylation peaks and downregulated methylation peaks was 662 and 814 in LPP group, respectively (Figure 3B). The number of genes corresponding to the up DMPs and down DMPs was 580 and 763, respectively.

**FIGURE 3:**
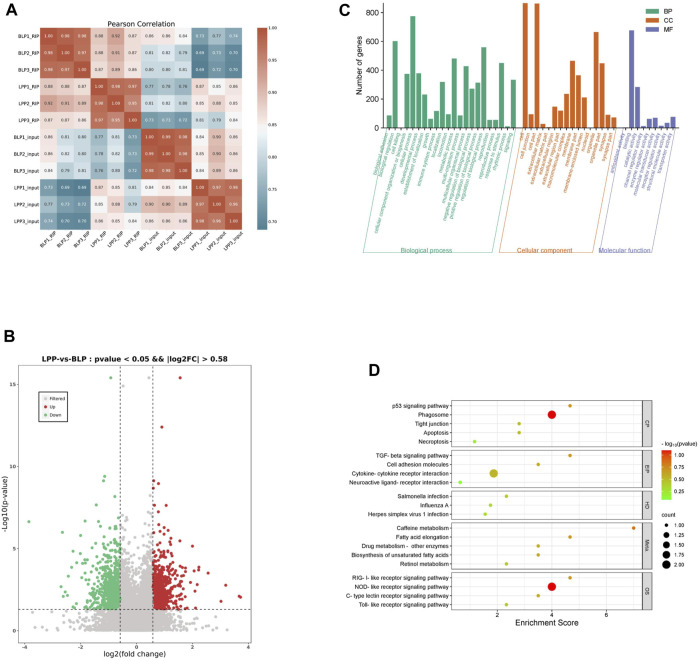
Analysis of differential m6A methylation in Wuhua yellow-feathered chicken ovary. **(A)** Heatmap of the sample correlation matrix based on sequence data. **(B)** The volcano of differential methylation peaks (DMPs). **(C)** GO analysis for genes with DMPs. **(D)** KEGG pathway analysis of genes with DMPs.

**TABLE 1:** Statistics of the differential m6A peaks identified between BLP and LPP.

Sample name	LPP-vs-BLP
Number of Peaks	1,476
Total Length of Peaks (bp)	3,583,532
Average Length of Peaks (bp)	2427.87
Median Length of Peaks (bp)	300
Percentage of Genome (%)	0.34

To better understand the possible functional consequences of m6A methylation, we performed a functional enrichment analysis on the various genes containing DMPs. The significantly enriched GO terms have been listed in Supplementary Table S5; Figure 3C. The significant terms in the biological process category were related to reproduction, reproductive process, rhythmic process, growth, multicellular organismal process etc. The KEGG analysis revealed that the genes associated with DMPs were mainly enriched in pathways like Retinol metabolism, p53 signaling pathway, Apoptosis, Necroptosis, TGF-beta signaling pathway, Cytokine-cytokine receptor interaction, Toll-like receptor signaling pathway, etc (Supplementary Table S6; Figure 3D).

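The peak lists of the 2 stages differed on most of the 11 genes that Table S6 names for pathways of DMPs. *CASP18*, the initiator caspase named for Apoptosis and p53 signaling, had no BLP peak and 4 LPP peaks inside it, and a peak across its left end in both lists. *MMR1L4*, a macrophage mannose receptor-like gene, had 1 peak in BLP and 4 in LPP, 3 of them without a BLP counterpart. Its expression rose from 1.03 ± 0.311 to 5.23 ± 0.645 FPKM (SD, n = 3 hens each; log2 fold change 1.92, standard error 0.19, adjusted p = 0.00044 from limma). *LOC112532694* had 1 peak in BLP and none in LPP, and its expression fell from 2.85 ± 0.329 to 0.77 ± 0.14 FPKM (log2 fold change −1.40, adjusted p = 0.00093). *UTS2RL*, a urotensin receptor, had 1 peak in BLP and none in LPP, with levels of 1.64 ± 0.72 and 0.677 ± 0.0878 FPKM. Its log2 fold change of −0.80 had an adjusted p of 0.06, 0.048 with the replicate number as a block, 0.0426 with FPKM as deposited, and 0.0084 without BLP replicate 2. *CD4*, a T cell coreceptor, had 1 peak per stage at different places, at 1.51 ± 0.791 and 2.2 ± 0.506 FPKM. *MRC1* and *ACOT6* each had shared peaks and 1 further LPP peak, and the *ACOT6* locus overlaps *NUMB*. Peaks inside *GBP4L*, *PNAT10* and *LOC420903* were shared, and an LPP peak without a BLP counterpart reached past the right end of *GBP4L*. Of these 3, *GBP4L* had a log2 fold change of 1.00 (adjusted p = 0.041) and *PNAT10* of 1.10 (adjusted p = 0.025). Neither call was kept without BLP replicate 2 (adjusted p = 0.114 and 0.0617), BLP replicate 3 (0.124 and 0.0776) or LPP replicate 1 (0.129 and 0.0572), and *GBP4L* also lost it without BLP replicate 1 (0.0594) and LPP replicate 3 (0.109), with FPKM as deposited (0.0615), with quantile normalization (0.0516) and by voom (0.0586), which was added after the data were seen. *MRC1*, *ACOT6*, *CD4* and *LOC420903* had adjusted p values of 0.261, 0.391, 0.234 and 0.106. The study chose these genes on the same ovaries, so their peaks are not independent evidence.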

### Differentially expressed genes (DEGs) analysis

A principal component analysis (PCA) based on the RNA-seq data (Figure 4A) displayed a high concordance within each group and a clear separation between the two groups, which indicated that the further analysis could be quite reliable. 

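The 3 hens of each stage had similar expression, and the 2 stages lay apart. Across the tested genes, Pearson's r between log2 values was 0.971 to 0.984 within a stage and 0.920 to 0.938 between stages. The lowest r within a stage was that of LPP replicates 2 and 3, and the highest that of BLP replicates 1 and 2. The first principal component held 64.7% of the variance, with scores of −38.2, −39.3 and −40.6 for BLP and 44.5, 33.7 and 39.9 for LPP. Components 2 and 3 held 13.0% and 9.74%. Single genes still differed widely among hens of a stage. *PNMT*, the last enzyme of adrenaline synthesis, was at 169, 237 and 25.2 FPKM in BLP replicates 1, 2 and 3. *FOXJ1*, a regulator of motile cilia, was at 8.0, 1.06 and 25.4 FPKM in LPP replicates 1, 2 and 3. The hemoglobin gene *HBA1* was at 366, 129 and 1840.4 FPKM in BLP and at 872, 299.6 and 664 FPKM in LPP. A correlation across genes describes libraries, and genes are not independent replicates.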

Through analyzing the input data, we found that a total of 4,354 genes were differentially expressed between these two groups. Moreover, in comparison to BLP group, there were 2,282 upregulated DEGs and 2,073 downregulated DEGs found in the LPP group (Supplementary Table S7; Figure 4B).

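The matrix metalloproteinase genes *MMP9*, *MMP10* and *MMP13* and the relaxin gene *RLN3* were among the genes with the largest rise in LPP, and *STAR* and *AVPR1A* among those with the largest fall. *MMP9*, a gelatinase, rose from 8.76 ± 2.27 to 845 ± 448 FPKM (SD, n = 3 hens each), a log2 fold change of 6.42 (standard error 0.38, adjusted p = 0.00034). The stromelysin gene *MMP10* rose from 9.04 ± 5.65 to 268 ± 51.6 FPKM, and *MMP13*, a collagenase, from 0.287 ± 0.24 to 26.8 ± 23.3 FPKM. *RLN3*, a relaxin, rose from 4.42 ± 1.43 to 127 ± 49.9 FPKM (log2 fold change 4.67, standard error 0.33, adjusted p = 0.00033). *CYP2AB1*, *CSTA* and *ACP5* rose by log2 fold changes of 6.30, 5.17 and 4.39. *STAR*, which brings cholesterol to the first step of steroid synthesis, fell from 492 ± 81.8 to 79.6 ± 37.5 FPKM (log2 fold change −2.75, standard error 0.41, adjusted p = 0.0052). *AVPR1A*, a vasotocin receptor, fell from 24.9 ± 6.27 to 1.84 ± 1.46 FPKM (log2 fold change −3.59, standard error 0.47, adjusted p = 0.0026), and *EEF1A2* and *C8orf22* fell by 2.30 and 2.24 on the log2 scale. The secretory granule gene *CHGA* (log2 fold change −3.58, adjusted p = 0.028), *SST1*, a somatostatin (−3.38, 0.017), *PENK*, an enkephalin precursor (−2.95, 0.032), and *DBH*, of noradrenaline synthesis (−2.68, 0.02), were lower too. Their calls depended on single hens: without BLP replicate 1 all 4 had an adjusted p above 0.05 (0.0957, 0.0661, 0.106 and 0.075), and without BLP replicate 2 likewise (0.0786, 0.0512, 0.0947 and 0.0542). *CHGA* and *DBH* also lost theirs without LPP replicate 2 (0.0706 and 0.0552) or 3 (0.0735 and 0.0552), and *PENK* without BLP replicate 3 (0.0777) or LPP replicate 1 (0.0812). In total, 4813 genes passed an adjusted p under 0.05, with 6286 at an unadjusted p under 0.05. Without both BLP replicate 1 and BLP replicate 2, a choice made after the adrenal markers of these hens were seen, 1 BLP hen is left, whose spread is taken to be that of the LPP hens, and 2156 genes passed. In that fit *CHGA*, *SST1*, *PENK* and *DBH* had log2 fold changes of −2.34, −2.50, −2.64 and −1.70, and *STAR*, *C8orf22* and *MMP13* of −2.52, −2.16 and 4.93, and none of these 7 genes passed (adjusted p of 0.101 to 0.315). *MMP13* did not pass by voom on the recovered reads (adjusted p = 0.119), which was added after the data were seen. The 2 stages did not overlap in 6992 genes (51.5%), where chance gives 10%.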

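Genes of supporting tissue, vessels and immune cells were mostly higher in LPP, and genes of oocytes and cholesterol synthesis mostly lower. Of 44 extracellular matrix genes, 38 rose and 2 fell (39 and 2 adjusted over the list alone). Fibronectin (*FN1*) rose from 32.5 ± 1.17 to 362 ± 70.5 FPKM (SD, n = 3 hens each) and *COL1A1* from 239 ± 27.8 to 1129.9 ± 80.2 FPKM. Of 18 theca and smooth muscle genes, 14 rose and 2, *CYP17A1* and *LHCGR*, fell, with the same counts adjusted over the list alone. The smooth muscle actin *ACTG2* rose from 85.2 ± 5.37 to 791 ± 99.7 FPKM, and *TAGLN* by a log2 fold change of 2.66. Of 22 endothelial genes, 16 rose and none fell (16 and 0 adjusted over the list alone), among them *VWF* (1.80), *CDH5* (1.42) and *TIE1* (1.10). Of 29 leukocyte genes, 15 rose and none fell (16 and 0 adjusted over the list alone): the lysosomal protease *CTSS* rose from 42.8 ± 6.01 to 279 ± 46.3 FPKM and *TLR4* from 1.28 ± 0.204 to 7.68 ± 2.11 FPKM. Camera gave adjusted p values of 1.18e-18, 3.82e-07, 1.01e-06 and 1.92e-06 for these 4 lists, each with an adjusted p = 0.387 with an estimated correlation. At the preset correlation, 12 lists passed for the stages, and 4 to 12 passed on each of the other splits of the 6 libraries. Those splits mix the stages unevenly and keep part of the stage difference, so lists that pass there do not decide what these p values are due to. The lists that passed at the preset correlation did not pass with the estimated one. Camera p values at the preset correlation, here and for the lists below, therefore do not by themselves show an effect of stage. Of 28 proliferation genes, 2 rose and 13 fell (3 and 14 adjusted over the list alone; adjusted p = 0.006, adjusted p = 0.577 with an estimated correlation). *CCNB3*, a cyclin, fell by 0.75 on the log2 scale, and *TOP2A*, a topoisomerase, rose by 0.95. Of all genes tested, 2454 rose and 2359 fell, so 51.0% of the calls were higher in LPP. With FPKM as deposited, 1876 rose and 3383 fell (35.7% higher). At an unadjusted p of at most 0.05 and more than a 2-fold change, the criteria of the methods, 785 rose and 633 fell. At the thresholds printed in Figure 4B, 1844 rose and 1655 fell.

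**Figure D1:**
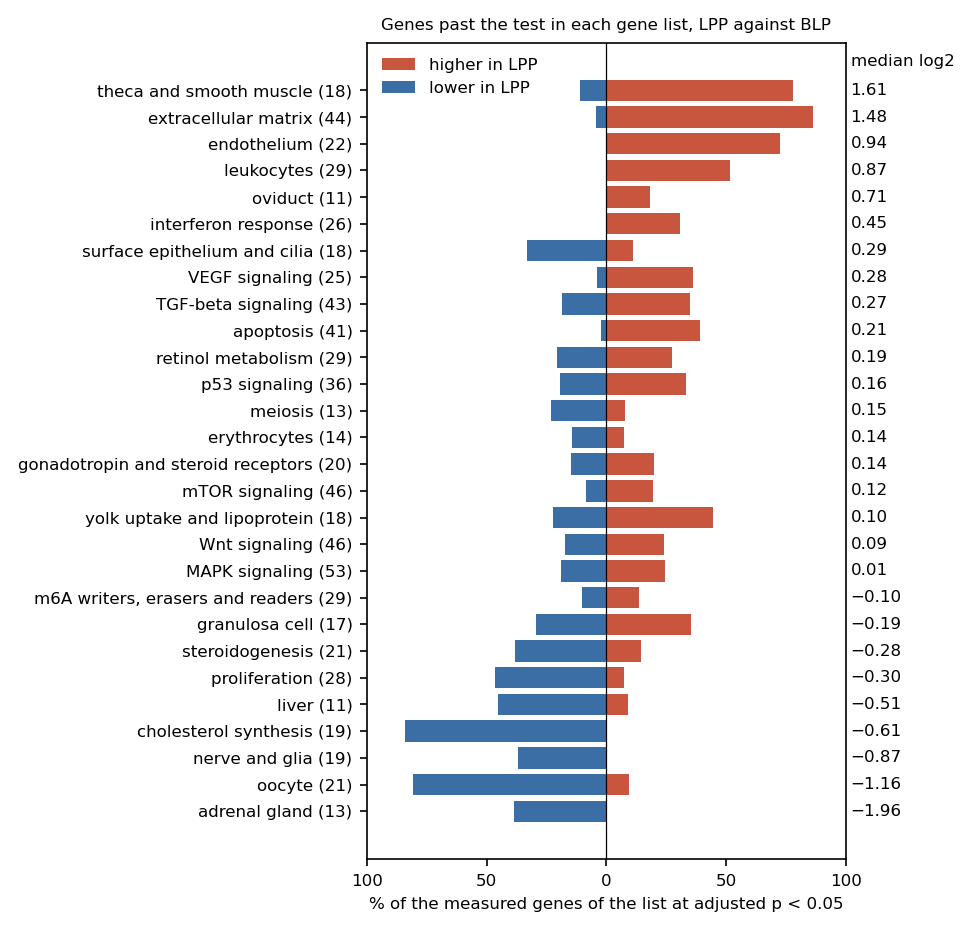
Share of the measured genes of each gene list, in percent, that were higher (right) or lower (left) in the LPP group at an adjusted p under 0.05. The number measured stands in brackets, and the median log2 fold change of the list at the right edge. Extracellular matrix genes lie furthest to the right, with 38 of 44 higher.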

**FIGURE 4:**
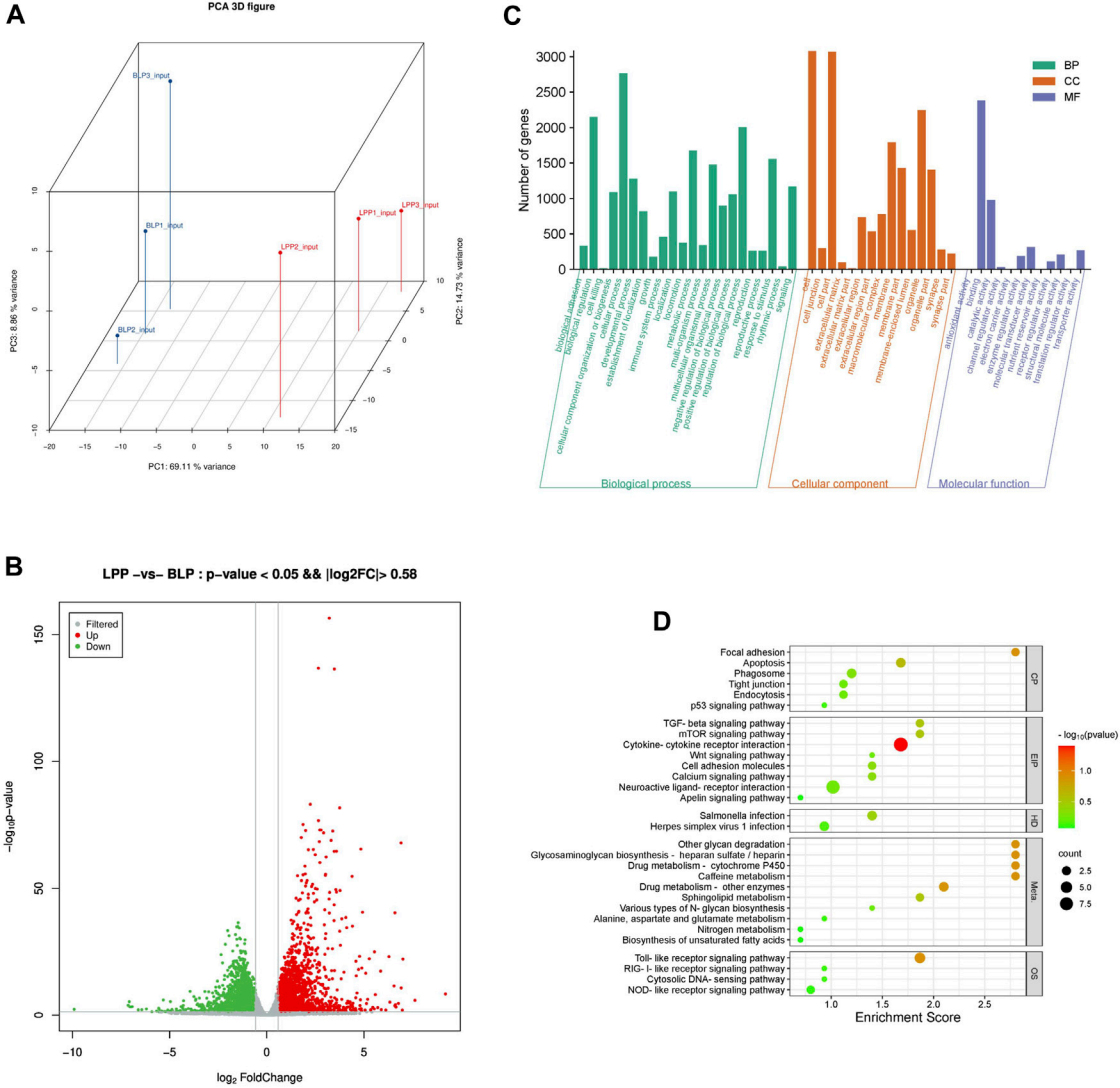
Analysis of differentially expressed genes (DEGs) in Wuhua yellow-feathered chicken ovary. **(A)** PCA of the samples based on sequence data. **(B)** The volcano of DEGs. **(C)** GO analysis for DEGs. **(D)** KEGG pathway analysis of DEGs.

GO analysis demonstrated that the DEGs were mainly related to reproductive process, reproduction, developmental process, metabolic process and growth, which were vital important for the development of follicles (Figure 4C). 

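Most genes of the oocyte list were lower in the LPP ovary, with the exception of some egg envelope genes. The samples were whole ovaries without yolk, and matrix, muscle and vessel genes rose in the same libraries. The share of each cell type was not measured, so levels per oocyte or per follicle cell are not known. Of 21 oocyte genes, 2 rose and 17 fell (3 and 17 adjusted over the list alone; adjusted p = 7.18e-06 from camera, adjusted p = 0.387 with an estimated correlation). *GDF9*, a growth factor of oocytes, fell from 108 ± 14.0 to 36.9 ± 2.91 FPKM (SD, n = 3 hens each; log2 fold change −1.52, standard error 0.12, adjusted p = 0.00019), and *LHX8* by 1.64 on the log2 scale. The envelope gene *ZP1*, which is on this list, rose from 13.8 ± 3.37 to 114 ± 20.0 FPKM, and the cells that express it were not identified. Of 13 meiosis genes, 1 rose and 3 fell, also adjusted over the list alone. *SPO11*, which starts recombination, fell by 1.78, and the list had a median of 0.15, a mean of −0.18 and a test that pointed down (adjusted p = 0.653). Of 19 genes of cholesterol synthesis, 16 fell and none rose (17 and 0 adjusted over the list alone; adjusted p = 3.82e-07, adjusted p = 0.387 with an estimated correlation). *FDPS*, *NSDHL* and *DHCR7* fell by 0.90, 1.04 and 1.13. Of 21 genes of steroidogenesis, 3 rose and 8 fell (3 and 10 adjusted over the list alone; adjusted p = 0.127). *CYP17A1*, of androgen synthesis, fell from 2008 ± 129 to 523 ± 126 FPKM (−1.97, standard error 0.18, adjusted p = 0.00039), *CYP19A1*, aromatase, from 399 ± 70.8 to 131 ± 38.4 FPKM, and *CYP11A1* by 2.01, and *NPC2*, a cholesterol carrier of lysosomes, rose by 1.54. Of 17 granulosa cell genes, 6 rose and 5 fell (6 and 6 adjusted over the list alone). *IHH* rose from 0.127 ± 0.105 to 15.0 ± 3.66 FPKM, *FST* by 3.32, *INHBB*, an activin chain, by 1.97, and *AMH* fell from 848 ± 32.1 to 357 ± 83.1 FPKM. The median of this list was −0.19, its mean 0.48 and its test pointed up (adjusted p = 0.83). Of 20 receptor genes, 4 rose and 3 fell (5 and 3 adjusted over the list alone; adjusted p = 0.674), with *PGR* at a log2 fold change of 1.35 and *LHCGR* at −1.52. Of 18 genes of yolk uptake and lipoproteins, 8 rose and 4 fell (8 and 4 adjusted over the list alone; adjusted p = 0.234): the receptor *LRP1* rose by 1.07 and *CUBN* fell by 1.18. Of 13 adrenal genes, none rose and 5 fell (0 and 5 adjusted over the list alone, camera adjusted p = 0.00012, adjusted p = 0.556 with an estimated correlation). Their median was 2.18 higher on the log2 scale in BLP replicate 2 than in BLP replicate 3, where that of the 8 steroidogenesis genes that fell was 0.0725 higher. In BLP replicate 1 over BLP replicate 3 the medians were 1.46 and 0.23 (SD 0.51 over the 8 genes), so a share of adrenal tissue in the fall of these 8 genes stays open. Among 2225 GO terms of 10 to 500 genes, one-sided Fisher exact tests passed 139 terms for genes higher in LPP and 4 for genes lower. The 4 were piRNA metabolic process (10 of 14 genes, adjusted p = 0.0132), cholesterol biosynthetic process (13 of 22, 0.0132), synapsis (9 of 13, 0.0266) and sequence-specific DNA binding (76 of 287, 0.0266). There were 1 lower term with genes of at least 2 FPKM, 10 with quantile normalization, 7 without BLP replicate 1 or LPP replicate 3, and 9 without BLP replicate 2 or BLP replicate 3.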

Interestingly, KEGG pathways (Figure 4D) found to be significantly enriched were follicles development related pathways, such as mTOR signaling pathway, TGF-beta signaling pathway, Wnt signaling pathway, MAPK signaling pathway, VEGF signaling pathway as well as some cell growth and death related pathways such as Apoptosis and p53 signaling pathway.

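The pathways named by the paper held few genes in the deposited annotation. Of the 109 tested genes with a KEGG pathway, 47 were DEGs at the thresholds of Figure 4B. In Apoptosis 3 of 5 genes were DEGs, *CASP18*, *CRCBL* and *CSF2RB*, all higher in LPP. In p53 signaling 1 of 3 was a DEG, *CASP18*. In TGF-beta signaling 2 of 3 were DEGs: *LOC112530287* was higher and *LOC112532694* lower in LPP. In mTOR signaling 2 of 3 were DEGs, *WNT11B*, a Wnt ligand, and *LOC419242*, both lower, and *WNT11B* was also the 1 DEG of the 2 genes in Wnt signaling. Both genes in MAPK signaling were DEGs, *VEGFRKDRL*, a receptor gene, higher and *LOC423226* lower, and *LOC423226* was the only tested gene in VEGF signaling. These members are given because the paper names the pathways, and the counts were seen when they were chosen. Fisher exact tests over 80 pathways, against tested genes with any pathway, gave none at an adjusted p under 0.05, and 1 at an unadjusted p under 0.05. This was Cytokine-cytokine receptor interaction (8 of 10 genes, Fisher exact p = 0.0161, adjusted p = 1). Against all tested genes it passed (adjusted p = 0.0416). Pathways of so few genes limit what an enrichment test can detect.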

### Correlation analysis of m6A methylation and DEGs

To determine the potential functions of dynamic m6A modification in regulating mRNA function during the development of Wuhua chicken ovary, we examined the possible correlation between the gene expression levels and the abundance of m6A peaks based on the calculated fold changes. The results of the correlation analysis revealed a positive correlation between the global RNA methylation and gene expression levels (Figure 5). 

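Genes with a peak in one stage only tended to be expressed more in that stage, and this held for genes with low expression. Of 641 tested genes with peaks only in BLP, 67 rose and 180 fell in LPP, with a median log2 fold change of −0.23 (adjusted p = 0.0015 from camera, 0.0099 with an estimated correlation). Of 686 with peaks only in LPP, 163 rose and 97 fell, with a median of 0.09 (adjusted p = 0.053, 0.0099 with an estimated correlation and 0.0455 with the replicate number as a block). Among them were *IHH* and *FST*, higher in LPP, and *RXRG*, with BLP peaks only, lower. *GDF9*, with a peak only in LPP, was lower there, and *RLN3*, with a peak only in BLP, was higher in LPP. Genes with peaks in both stages had a median of −0.00, with 1607 of 8863 higher and 1540 lower. The middle 95% of 10000 random lists matched on expression spanned −0.04 to 0.04 for the LPP-only genes and −0.04 to 0.05 for the BLP-only genes. At a mean of 1 to 5 FPKM, the median of LPP-only genes lay 0.92 above that of BLP-only genes (95% bootstrap interval 0.74 to 1.13), and from 0.5 to 1 FPKM by the same 0.92 (0.74 to 1.15). From 5 to 20 FPKM the difference was 0.18 (0.03 to 0.37), and above 20 FPKM it was −0.12 (−0.24 to −0.03). These intervals are over genes and take the hens as fixed. In BLP 12.4% of genes under 0.5 FPKM and 81.1% of genes at 5 to 20 FPKM carried a peak, and above 20 FPKM 66.5% did, fewer than the 72.7% at 1 to 5 FPKM. Camera adjusted p for the LPP-only genes was 0.0318 without BLP replicate 3 and 0.0336 without LPP replicate 2. With at least 5 FPKM in both stages, the medians turned to −0.05 for LPP-only and 0.03 for BLP-only genes (camera adjusted p = 0.644 and 0.224). At a mean of at least 5 FPKM over 6 libraries, a filter added after the data were seen, the medians were −0.02 for LPP-only and −0.00 for BLP-only genes. With genes classed by the listed adenosines that lie on them, also added afterwards, they were 0.10 (adjusted p = 0.0483) and −0.23. Among genes of at least 2 FPKM the LPP-only median was 0.03 (camera adjusted p = 0.319) and the BLP-only median −0.09 (0.277). With an estimated correlation both had an adjusted p of 0.351. Counting only peaks with a site scored at least 0.6, added afterwards, the LPP-only median was 0.07 (0.133, and 0.0568 with an estimated correlation), and BLP-only genes passed by both. Counting any peak without a counterpart, the estimated correlation gave 0.0885 for LPP-only and 0.0528 for BLP-only genes. With FPKM as deposited, the LPP-only median turned to −0.02 (adjusted p = 0.0229), beside −0.11 for genes with peaks in both stages. The lists use the same input libraries as the expression values and hold no enrichment, so a correlation of fold changes was not computed. From the positive correlation in Figure 5, the paper proposes that m6A might regulate mRNA levels and so influence follicle development.

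**Figure D2:**
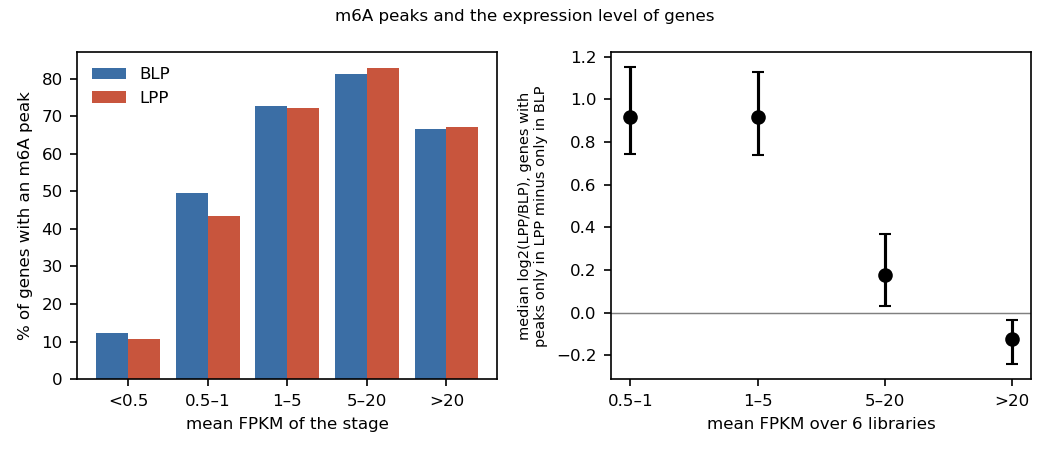
Left, share of genes with an m6A peak, in percent, by mean FPKM of the stage, for BLP and LPP. Right, median log2 fold change of genes with peaks only in LPP minus that of genes with peaks only in BLP, by mean FPKM over 6 libraries. Bars are 95% bootstrap intervals over genes. The difference is 0.92 up to 5 FPKM and −0.12 above 20 FPKM.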

Overall, we found that 713 mRNAs were significant both in m6A levels and gene expression levels (Supplementary Table S8). Among them, 299 mRNAs were “hyper-up” type, which means that compared to BLP group, both m6A and the gene expression levels were upregulated. The number of “hypo-down” type mRNAs was 273, which indicated that both levels were downregulated. The number of “hyper-down” mRNAs and “hypo-up” mRNAs were found to be 37 and 104, respectively.

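Genes with a peak at 1 stage only fell into all 4 combinations of peak and expression. With LPP-only peaks, the 163 that were higher in LPP included *CASP18* and *SFN*, a 14-3-3 protein, with log2 fold changes of 1.63 and 1.64. *CASP18* is counted there by the peaks inside it, and a peak across its left end was present at both stages. The hedgehog ligand gene *IHH* also belonged to them, with 4.62 (standard error 0.21, adjusted p = 4.7e-05). The 97 that were lower there included *FDPS*, of cholesterol synthesis, which had 1 LPP peak. Of genes with BLP-only peaks, the 180 that were lower in LPP included *RXRG*, a retinoid receptor (−1.34, standard error 0.13, adjusted p = 0.0004), and *CUBN*, an endocytic receptor. The 67 that were higher in LPP included *MMP9*, with 1 BLP peak, and *APOA1*, an apolipoprotein with 2 (log2 fold change 1.76, standard error 0.22, adjusted p = 0.0014). Presence of a peak at 1 stage is a coarser measure than the fold change of a peak, which the lists do not hold.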

**FIGURE 5:**
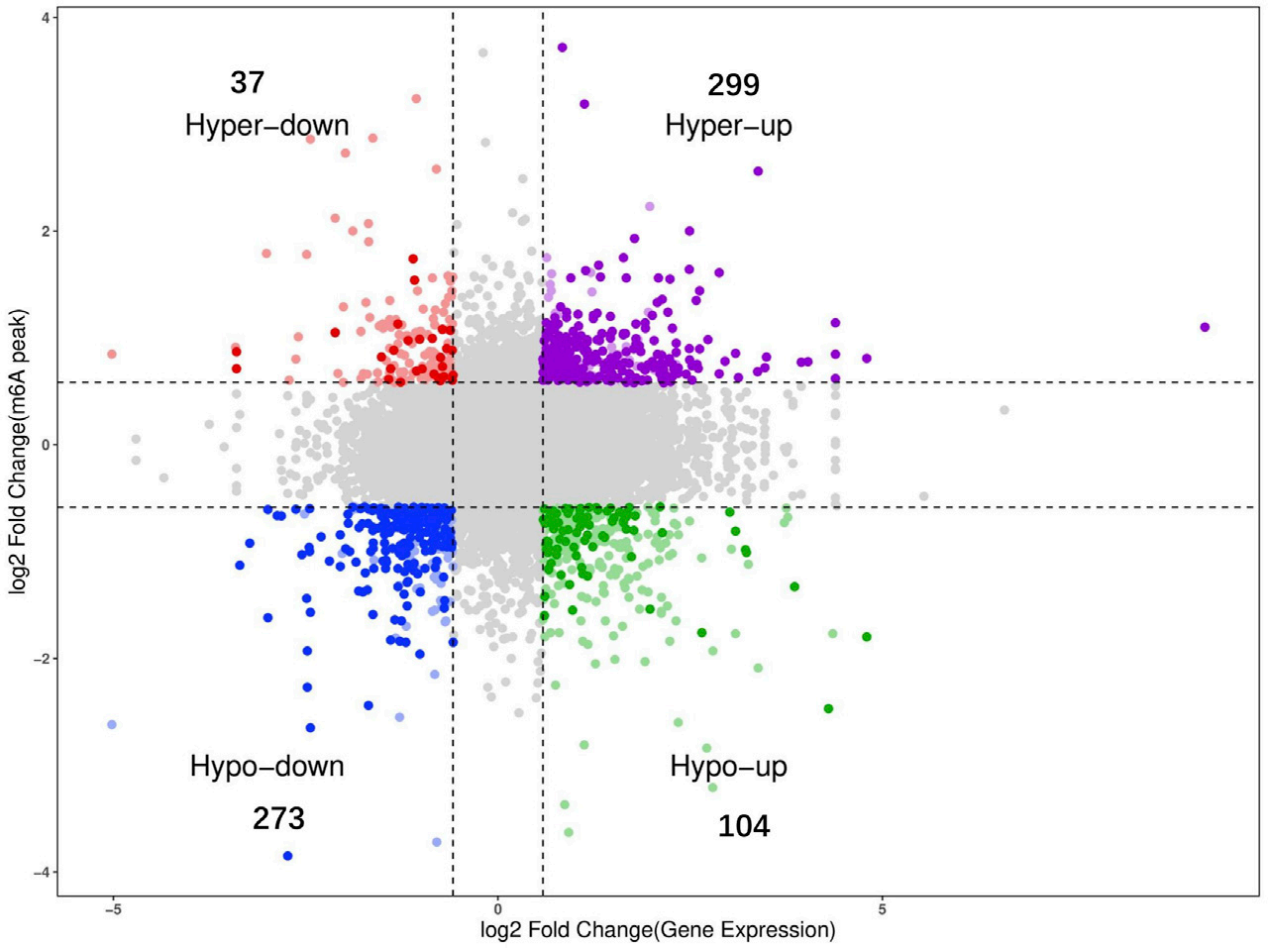
Conjoint analysis m6A-seq and RNA-seq data (gray dots indicating genes with no significant differences; colored dots indicating genes with significant differences).

## Discussion

Egg laying performance is an important trait in poultry industry, as it is not only an economic trait affecting the egg production in hen industry but also has a reproductive value which might restrict the development of meat chicken industry. Ovary development is an important biological process that can primarily determine the laying performance in hens. However, the molecular regulation mechanisms underlying this development process remains largely unknown, especially for Chinese local chicken breeds which usually exhibit relatively poor egg laying performance. Moreover, previous studies related to chicken ovary development or follicle selection have suggested that the molecular mechanisms underlying this process is relatively complex, and epigenetic modifications such as m6A methylation play a critical role in regulating this physiological process (Fan et al., 2019). In this study, we have investigated the dynamic changes of transcriptome-wide m6A methylation of the Wuhua yellow-feathered chicken ovary before and after the sexual maturation stage. To our best knowledge, this is the first study to decipher the possible role of m6A modification in ovary development of Chinese indigenous chicken breed. Our data indicated that m6A levels of mRNAs changed significantly, thus indicating that m6A might play an important role in the process of ovary development. Further analysis revealed that apoptosis related pathways could be the key molecular regulatory cascades underlying the poor reproductive performance of Wuhua yellow-feathered chicken in comparison to other commercial laying hens breed such as Hy-line Brown chicken. However, the specific methylase and the regulatory mechanisms are still unclear and hence more further studies are required.

In the present study, we have profiled the transcriptome-wide m6A distribution in Wuhua yellow-feathered chicken ovary tissues at different stages of development. The results demonstrated that the transcripts in ovary were extensively methylated, which indicated that m6A may be involved in the development of the ovary. Similar to other studies (Fan et al., 2019; Wang et al., 2021; Guo et al., 2022; Li et al., 2022), we found that m6A peak site was remarkedly enriched in the CDS and 3′UTR, especially in the vicinity of the stop codons. Accumulating evidences suggest that the methylation site on a transcript may affecting the fate of the transcript (Dominissini et al., 2012). It has been hypothesized that the methylation on the internal exons might control the splicing of the transcript and the methylation near the stop codon could influence the translation of the transcript. Taken these together, we speculate that m6A could play a major role in regulating the development of Wuhua chicken ovary. To further investigate the potential role of m6A in the process, we combined the gene expression and m6A levels together to analysis the potential relationship between them. Interestingly, a positive relationship was observed, which indicated the m6A might regulate the mRNA levels and thus influence the process of follicle development.

The chicken ovary development consists of many complex biological processes, including follicle selection, follicular somatic cells transformations, and angiogenesis (Matzuk, 2000; Fortune et al., 2001; Hillier, 2001). Many studies focusing on the molecular mechanisms of follicle selection were conducted, and some potential pathways controlling follicle selection were found. In the present study, we have found that mTOR signaling pathway, TGF-beta signaling pathway, Wnt signaling pathway, MAPK signaling pathway, and VEGF signaling pathway were enriched by the differential expression genes, indicating these pathways may be important in the development of the ovary. 

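The genes of these 5 pathways were listed from general knowledge, independent of the deposited annotation, and differences between the lists were not tested. Of 25 genes of VEGF signaling, 9 rose and 1 fell in LPP (9 and 1 adjusted over the list alone; adjusted p = 0.003 from camera, adjusted p = 0.387 with an estimated correlation). The coreceptor *NRP1* rose from 8.61 ± 0.615 to 22.7 ± 4.21 FPKM (SD, n = 3 hens each; log2 fold change 1.33, standard error 0.14, adjusted p = 0.00053). *KDR*, the main VEGF receptor of endothelium, rose from 5.53 ± 0.243 to 10.9 ± 1.63 FPKM. Endothelial genes rose in the same ovaries, 16 of 22, so the levels of *KDR* and *NRP1* per cell are not known. Of 43 genes of TGF-beta signaling, 15 rose and 8 fell (17 and 8 adjusted over the list alone; adjusted p = 0.128), with *THBS1*, which activates TGF-beta, at 11.7 ± 2.82 and 50.8 ± 7.96 FPKM. A gene named *SMAD4* rose by 3.33, and the annotation marks its protein as of low quality. Of 46 genes of Wnt signaling, 11 rose and 8 fell (11 and 8 adjusted over the list alone; adjusted p = 0.83). Among these, the inhibitor *WIF1* rose by 2.14, the receptor *FZD4* by 1.49, and the inhibitor *NOTUM* fell by 1.16. Of 46 genes of mTOR signaling, 9 rose and 4 fell (9 and 4 adjusted over the list alone; adjusted p = 0.192), with *FNIP1* at 1.40 and *SGK1* at 1.00. Of 53 genes of MAPK signaling, 13 rose and 10 fell (15 and 12 adjusted over the list alone; adjusted p = 0.83). Here *PDGFRA*, a growth factor receptor of stroma, rose by 1.28 and *MAP2K3*, a kinase, fell by 0.77. The median of the MAPK list was 0.01, and −0.11 with FPKM as deposited. That of the Wnt list was 0.09, and −0.01 without LPP replicate 3. The MAPK median was −0.01 without BLP replicate 1 and without BLP replicate 3.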

Consistent with our study, TGF-beta signaling, Wnt signaling and Steroid hormone biosynthesis pathways have been reported to be significantly enriched in follicle selection in the hybrids of Huiyang Bearded and White Leghorn chickens (Nie et al., 2022). After the follicle selection, the selected follicle then can rapidly develop and form a mature yolk. The growth in size is accomplished by concurrent increase in the vasculature and blood flow, which can enable the follicle to accumulate large amounts of nutrients to form the lipid-rich mature yolk (Johnson, 2015; Nie et al., 2022). Interestingly, VEGF signaling pathway together with Wnt signaling pathway, significantly enriched in the present study, was identified to play an important role in the angiogenesis in the ovary during sexual maturity (Johnson, 2015).

As a kind of RNA modification, m6A is a common posttranscriptional regulation mode of gene expression. It can affect the fate of the RNA, such as by affecting the stability of RNA to determine whether the RNA is degraded or not, and then affect the corresponding biological processes (Dominissini et al., 2012). Interestingly, a positive relationship between m6A methylation and gene expression was observed in this study, which indicating m6A can regulate the development of ovary through affecting key genes associated with this process. Retinoids, consisting of retinol and its derivatives, can play a vital role in the development and maintenance of the normal physiological functions of the ovary (Liu et al., 2018b). A number of previous studies have revealed that retinoic acid (RA), one derivatives of the retinol, could substantially promote GC differentiation and oocytes maturity and ovulation in female mammalian (Ikeda et al., 2005; Tahaei et al., 2011; Kawai et al., 2016). The retinol level in the fluid of the follicles varies according to the different development stages with highest concentration found in dominant follicles relative to small follicles (Brown et al., 2003). Interestingly, the “Retinol metabolism” pathway was observed to be enriched by the DMPs in the present study. The corresponding gene within this pathway identified was *CYP2W1*. Moreover, compared to BLP group, the gene expression level of *CYP2W1* was significantly upregulated in LPP group. However, there were two m6A peaks on mRNA of this gene, and the changes on m6A modification levels were opposite with one being upregulated and other downregulated. Thus, this fine tuning of m6A modifications of these two sites could be important for the post-transcription regulation of *CYP2W1* mRNA, which can regulate retinol metabolism in the ovary and promote the ovary development. Thus, we inferred that m6A might regulate ovary development through tightly controlling the expression of *CYP2W1* in retinol metabolism pathway.

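*CYP2W1*, a cytochrome P450, was high in 2 of the 3 LPP hens. It was at 3.80, 0.292 and 10.8 FPKM in LPP replicates 1, 2 and 3, and at 0.173, 0.299 and 0.0639 FPKM in the BLP replicates, a mean of 4.95 ± 5.33 against 0.179 ± 0.118 (SD, n = 3 hens each). The log2 fold change of 2.33 (standard error 0.95) had an adjusted p of 0.112 from limma, and it was 3.39 with an adjusted p of 0.0025 without LPP replicate 2, and 1.46 with an adjusted p of 0.155 without LPP replicate 3. *CYP2W1* lies on chromosome 14 of GRCg7b from 2257319 to 2267672 and overlaps *CYP2W2*, which was at 0.332 to 0.475 FPKM in all 6 libraries. Genes of motile cilia differed among the LPP hens in the same order: *FOXJ1* was 4.05 higher on the log2 scale in LPP replicate 3 than in LPP replicate 2, *DNAI2* 2.88 and *DNAH9* 2.98. These were picked after their values were seen. The whole list of 18 surface epithelium and cilia genes was 0.49 higher in that pair, where matched random lists spanned −0.16 to 0.20. The 103 genes of GO terms on axonemes and cilium movement were 0.31 higher in it, and 0.058 higher in LPP replicate 1 than in LPP replicate 2, where random lists spanned −0.045 to 0.092. The list of 11 oviduct genes moved more, by 2.06 and 1.22 in these pairs, but *FOXJ1* is on it as well as on the surface epithelium and cilia list. The leukocyte list was also higher, by 0.32 and 0.45. Of 29 genes of retinol metabolism and retinoid signaling, 8 rose and 6 fell in LPP (9 and 6 adjusted over the list alone; adjusted p = 0.434 from camera). *RBP7*, a retinol-binding protein, rose from 3.15 ± 0.88 to 54.3 ± 24.2 FPKM (log2 fold change 3.83, standard error 0.38, adjusted p = 0.00095). *BCO1*, which cleaves carotene to retinal, rose by 1.87, and the receptor *RARA* by 0.57. The receptor *RXRG* fell from 8.54 ± 0.988 to 3.07 ± 0.114 FPKM.

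**Figure D3:**
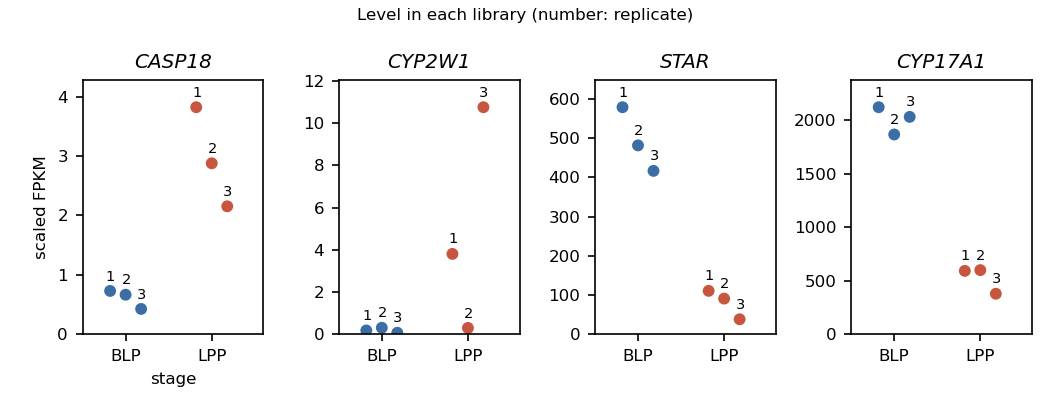
Scaled FPKM of *CASP18*, *CYP2W1*, *STAR* and *CYP17A1* in each of the 3 BLP and 3 LPP libraries, with the replicate number above each point. *CYP2W1* was at 10.8 FPKM in LPP replicate 3 and at 0.292 FPKM in LPP replicate 2.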

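The lists held 3 peaks on *CYP2W1*, none of which overlapped a peak of the other stage. In BLP they spanned chromosome 14 from 2264537 to 2264686 and from 2264936 to 2265136. In LPP 1 peak spanned 2265235 to 2265435. Each BLP peak held 1 listed adenosine, scored 0.444 and 0.419 and not predicted as an m6A site. The LPP peak held 5, of which 1 was predicted with a score of 0.529. All 3 lie in the part of the locus nearer its right end, and the overlap with *CYP2W2* leaves open which gene the fragments came from. At 6 to 26 reads of *CYP2W1* in each BLP input library, the background of the BLP peaks rests on few reads. For comparison, *CASP18* had 4 LPP peaks and no BLP peak inside it, and 1 peak of each stage across its left end.

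**Figure D4:**
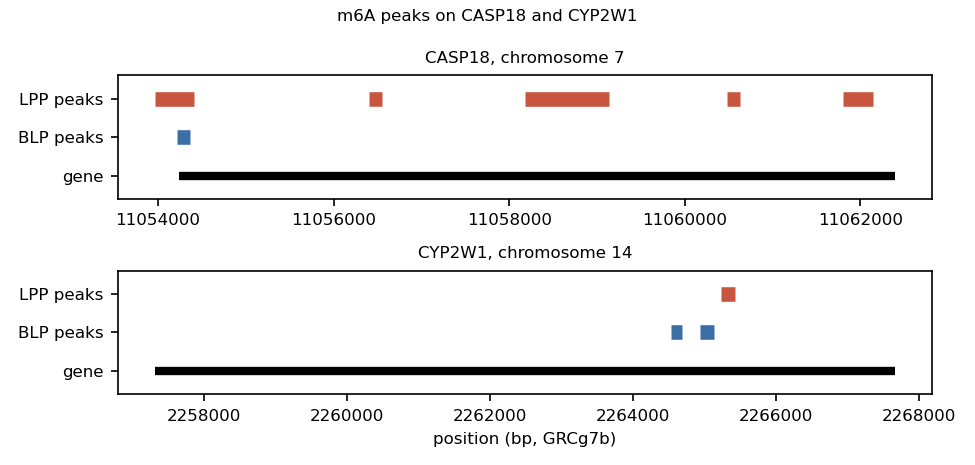
Positions of the m6A peaks of each stage on *CASP18* (chromosome 7) and *CYP2W1* (chromosome 14), in base pairs of GRCg7b. The black bar is the span of the gene. *CASP18* has 4 LPP peaks inside it and a peak of each stage across its left end, and *CYP2W1* has 2 BLP peaks and 1 LPP peak.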

Granulosa cells (GC), one of the follicular somatic cells, are critical in the follicle development. The proliferation of GC is a basic process which is required for normal follicular development (Wang et al., 2017). Moreover, impaired GC proliferation or GC apoptosis can lead to selective atresia of certain ovarian follicles. For instance, a previous review (Johnson, 2003) has indicated that the transition from a pre-hierarchal follicle to the preovulatory stage of the development is associated with dramatically increased resistance to apoptosis and increased cell proliferation in cultured hen GC. The preovulatory follicle viability is largely attributed to the acquired resistance of the GC layer to apoptosis. A recent study in pig ovarian somatic GC further demonstrated that p53 signaling pathway can inhibit GC cell cycle and then result in the follicle atresia (Li et al., 2021). The follicle atresia can be at any stage during development, and it has been identified as main reason for the reduction of egg production in chicken (He et al., 2022). Interestingly, functional analysis of DMPs and DEGs both demonstrated that pathways related to cell apoptosis such as “apoptosis” and “p53 signaling pathway” were enriched. 

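Genes that carry out or regulate cell death were more often higher than lower in LPP. Of 41 apoptosis genes, 16 rose and 1 fell (17 and 2 adjusted over the list alone), with a median log2 fold change of 0.21 (adjusted p = 0.0444 from camera, adjusted p = 0.387 with an estimated correlation). *PMAIP1*, an inducer of apoptosis, rose from 0.961 ± 0.295 to 3.97 ± 0.498 FPKM (SD, n = 3 hens each; log2 fold change 1.63, standard error 0.20, adjusted p = 0.00091). The death receptor gene *FAS* rose from 0.819 ± 0.206 to 2.93 ± 0.561 FPKM (1.38, standard error 0.20, adjusted p = 0.0017) and *CAPN2*, a calcium-dependent protease, from 1.43 ± 0.591 to 7.01 ± 0.404 FPKM. Of 36 genes of p53 signaling, 12 rose and 7 fell (14 and 7 adjusted over the list alone; adjusted p = 0.273). *SFN* and *THBS1*, which p53 is known to induce, rose by 1.64 and 2.09, and *GADD45G*, a stress gene, fell from 76.0 ± 5.71 to 36.8 ± 3.68 FPKM. Leukocyte genes rose in the same ovaries, 15 of 29. The apoptosis list did not pass without BLP replicate 2 (adjusted p = 0.0814), with FPKM as deposited (0.0567), or by voom on the recovered reads (0.0696). Voom was added after the data were seen. Among genes of at least 2 FPKM its median was −0.01 (adjusted p = 0.189).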

*CASP18*, a member of caspase family, encoding caspase-18, was presented in this “apoptosis” pathway. The caspase family members play vital roles in the induction, transduction and amplification of intracellular apoptotic signals (Fan et al., 2005). In addition, compared to BLP group, m6A level and the gene expression level of *CASP18* were both significantly upregulated in LPP group, which indicated that cell apoptosis in the ovary was highly activated in the LPP group. However, in a similar study conducted by using the commercial chicken breed, the apoptosis related pathways were not found to be significantly enriched (Fan et al., 2019). 

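*CASP18* rose from 0.605 ± 0.16 FPKM in BLP to 2.95 ± 0.838 FPKM in LPP (SD, n = 3 hens each). The log2 fold change was 1.63 (standard error 0.23, adjusted p = 0.0016 from limma), and all 3 LPP hens lay above all 3 BLP hens. Leaving out 1 hen at a time gave 1.46 to 1.81, with an adjusted p of at most 0.0073. *CASP18* lies on chromosome 7 of GRCg7b from 11054240 to 11062395 and overlaps no other protein-coding gene. The BLP list holds no peak inside it, but 1 that spans 11054212 to 11054361, across its left end, with 6 listed adenosines on the gene of which 3 were predicted as sites. An LPP peak from 11053964 to 11054411 shares adenosines with it. In LPP peaks 3 and 4 span 11060484 to 11060633 and 11061799 to 11062147. The 4 LPP peaks inside the gene hold 2, 3, 2 and 3 adenosines predicted as m6A sites, with highest scores of 0.601, 0.586, 0.62 and 0.6. Of the apoptosis list, the protease gene *CAPN2* also rose, by a log2 fold change of 2.01. In BLP, 49.6% of the genes at 0.5 to 1 FPKM, the range of *CASP18* there, carried a peak. From the higher m6A and expression levels of *CASP18*, the paper concludes that apoptosis was highly activated in the LPP ovary. It proposes that m6A might stabilize the *CASP18* mRNA and that apoptosis of granulosa cells then promotes follicle atresia and low egg production.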

The high level of m6A methylation of this gene might stabilize the mRNA and increase the levels of this mRNA, which leads to the apoptosis of GCs and further promote follicle atresia in LPP group. Therefore, we speculate that the follicles atresia due to the apoptosis of GC in LPP group could be the possible cellular mechanism underlying the low egg production of Wuhua yellow-feathered chicken in comparison to the commercial hen breeds. As a typical Chinese local chicken breed, Wuhua yellow-feathered chicken can exhibit higher broodiness compared to the commercial laying breeds which were under systematic and intensive selection for egg laying performance. Broodiness can effectively cause shrinking of the fallopian tubes and ovaries, thus inhibiting follicle development, promoting the appearance of atretic follicles and thereby reducing the granular layer and membrane cells in the follicles (Liu et al., 2018a). Overall, our results clearly indicate that the precise regulation of follicle development and follicle atresia in ovary of Wuhua yellow-feathered chicken was controlled by m6A methylation. It was also observed that the various apoptosis related pathways were the potential molecular mechanisms underlying the low egg production performance and the development of broodiness.

In this study, we generated a dynamic m6A transcriptional map of the Wuhua yellow-feathered chicken ovary before and after sexual maturation. Although some interesting and valuable results were found here, the limitation of current study is extremely clear. First, both the sample size at one stage and number of development stages were small. Only two separate development stages were taken into consideration here, which does not accurately depict the entire development process of chicken ovary and leaves out a wealth of information on the molecular regulatory mechanisms underlying this biological process. In addition, this study is purely omics-based and lacks multiple levels of validation tests. In the future, we aim to collect ovary samples in multiple development stages to analysis the dynamic changes of both m6A methylation level and expression level of candidate genes found in the current study. Besides, to clarify the potential impact of methylation on sexual maturity of Wuhua yellow-feathered chicken, histology tests and gene function validation on cell models were also required.

## Conclusion

We profiled the transcriptome-wide m6A methylation in Wuhua yellow-feathered chicken ovary before and after the sexual maturation stage. The precise expressional regulation of various genes related to the follicle development and follicle atresia controlled by m6A during the maturity can result in the poor reproductive performance in the Wuhua yellow-feathered chicken. The findings provide a solid foundation for further investigation of molecular mechanisms of ovary development and egg laying performance in Chinese indigenous chicken breeds. The pathways and corresponding candidate genes reported in this study could be useful for the molecular design breeding for improving egg production performance in Chinese local chicken breed, and it might also be beneficial for the genetic resource protection of the valuable avian species.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE239644.

## Supplementary material

SUPPLEMENTARY FIGURE S1 Pictures of the Wuhua yellow feathered chicken and ovary tissue sampling (before sexual maturation).

SUPPLEMENTARY FIGURE S2 Statistical analysis of sequencing data. **(A)** Mapping classification of each **(B)** m6A site classification of each **(C)** Peak length violin plot. **(D)** Rea ds distribution and density along the chicken genome.

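The site classification of Supplementary Figure S2 assigns each adenosine listed in a peak to a class by its prediction score. Not every adenosine of a peak is listed, so the shares below are of listed adenosines only. The deposited lists held 1412109 adenosines in the BLP group and 1497598 in the LPP group, about 1 per 50.1 bp of peak span. Of these, 267926 (19.0%) in BLP and 283549 (18.9%) in LPP were predicted as m6A sites, at a score of at least 0.528. The low class held 81827 and 86709 adenosines, the moderate class 87663 and 92703, the high class 78157 and 82490, and the very high class 20279 and 21647. A predicted site lay in 19858 BLP peaks (81.9%) and 20366 LPP peaks (82.4%), and one of the high or very high class in 15320 (63.2%) and 15759 (63.8%). *UTS2RL* held the highest score of the Table S6 genes, 0.707, in its BLP peak. The peaks inside *PNAT10*, shared between stages, each held 7 predicted sites. Of the 1046302 adenosines listed at both stages, 95.1% had the same score in both, so the score describes the sequence more than the stage. The tool that made the scores is not given in the sources used here.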

How the deposited data were processed for this re-analysis (not part of the article)

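Whole ovaries without yolk from 3 hens of 14 weeks (BLP) and 3 hens of 35 weeks (LPP) were used, with 1 m6A-captured and 1 input library per hen. The 6 input libraries gave the expression values, and 1 deposited peak list per stage gave the m6A peaks. The groups were those of the sample labels, and the comparison was LPP against BLP.

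The authors trimmed reads with Trimmomatic 0.39, aligned them to GRCg7b with HISAT2 2.1.0 and kept uniquely mapped reads. The authors counted reads per gene with HTSeq and made the deposited FPKM values with Cufflinks. The mean signal per gene (mean normalized count), the fold ratios, the log2 fold changes and the p-values and q-values of the deposited gene table come from DESeq2, run by the authors. The authors called peaks with MeTDiff on the 3 libraries of a stage together, with the input as control, and annotated them with ChIPseeker 1.12.1. The deposited peak lists give a prediction score for each adenosine they list inside a peak, and not every adenosine of a peak is listed. The tool that made the scores is not given in the sources used here. The deposited lists hold no fold enrichment, p-value, strand or exon blocks for a peak.

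Reads per gene were recovered from FPKM: all 98052 values were whole within 0.01 of a read. FPKM was divided by median-of-ratios factors over the 15432 genes above 0 in all 6 libraries. The 13572 genes with a mean of at least 0.5 FPKM were tested on log2(FPKM + 0.5) with limma 3.58.1 (trend and robust empirical Bayes) in R 4.3.3, with Benjamini-Hochberg adjustment. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The fit was tested on simulated data of 13570 genes: all 50 genes at each of 2, 4, 0.5 and 0.25-fold were called, and 6 of 206 calls (2.91%) were unchanged genes. The simulated spread was the median spread within stages of well expressed genes in the 6 libraries, and every gene had the same spread. No differences among hens that genes share were simulated. The result therefore does not cover genes with low values or genes uneven among hens.

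DEGs were counted at an adjusted p under 0.05, at the criteria of the methods (unadjusted p of at most 0.05, more than 2-fold) and at those printed in Figure 4B (p under 0.05, log2 fold change beyond 0.58). KEGG pathways and GO terms of 10 to 500 genes were tested with one-sided Fisher exact tests. Gene lists were tested with camera at a preset correlation of 0.01, with the estimated correlation beside it. The lists that passed at the preset correlation did not pass with the estimated one, so its p values alone do not show an effect of stage. At the preset correlation 4 to 12 lists also passed on each of the other splits of the 6 libraries. Those splits keep part of the stage difference, so they do not decide this. The 28 lists cover steroidogenesis, cholesterol synthesis, receptors, granulosa cells, theca and smooth muscle, oocytes, meiosis, yolk uptake, proliferation, endothelium, VEGF, apoptosis, p53, TGF-beta, Wnt, mTOR and MAPK signaling, retinol metabolism, m6A enzymes and readers, extracellular matrix, leukocytes, interferon response, erythrocytes, adrenal gland, oviduct, liver, surface epithelium and cilia, and nerve and glia. Medians of lists were set beside 10000 random lists matched on mean expression (seed 1), and intervals come from 2000 bootstrap draws over genes.

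Genes were named by a rule: the genes of Table S6; per direction the 8 genes with the largest log2 fold change among those with an adjusted p under 0.05, at least 5 FPKM in the higher stage and no overlap of the stages; per list up to 4 members with the smallest adjusted p; and the called m6A genes. The Table S6 pathway genes and the first part of Table S7 had been seen when it was written. The part of the rule on peaks with the largest fold enrichment had no values to work on. Some members of the lists that meet the rule are not reported here.

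Peak sequences were named by number in the lists, and 32 of them were matched to chromosomes where at least 90% of peaks lay inside genes with a margin of 5% over the next. Sharing was planned on exonic intervals of 1 strand. As the lists have neither, it was defined by shared listed adenosines. A peak counted for a gene when it lay inside that protein-coding gene and no other. Motifs, the share of peaks near stop codons, stricter fold and FDR thresholds and m6A levels per hen are not analysed here.

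Hens with the same replicate number deviated from their group means together, with correlations of 0.119, 0.145 and 0.168 over genes, against −0.161 to 0.00944 for other pairs. By the rule set beforehand, hens with the same number are called pairs here. The correlations are small, and deviations from the mean of so few hens depend on each other. They therefore cannot show that the hens of a pair were handled together. The label comes from the values alone, as no source used here gives a shared batch or day. The main test has no block, and the fit with the replicate number as a block is an alternative. Other alternatives were FPKM as deposited, quantile normalization, pseudocounts of 0.1 and 1, no filter and a filter of 2 FPKM, each hen left out, the authors' p-values over the genes kept, other backgrounds and gene sets for pathways, and other definitions of shared peaks. Voom on recovered reads, the omission of both BLP replicate 1 and BLP replicate 2 (which leaves 1 BLP hen, with the spread taken from the LPP hens), genes classed by listed adenosines, peaks with a site scored at least 0.6, and genes of at least 5 FPKM over 6 libraries were added after the data were seen.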

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

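All tests of explanations below were chosen after the result was seen, and so were the pairs of libraries compared.

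Genes with a peak in one stage only were more expressed in that stage (difference of medians 0.32). At 1 to 5 FPKM the difference was 0.92 (95% interval 0.74 to 1.13), at 5 to 20 FPKM it was 0.18 (0.03 to 0.37), still above 0, and above 20 FPKM it was −0.12 (−0.24 to −0.03). A link in this direction at every expression level would need a difference above 0 in each range. The last value lies below 0, but its interval is over genes and takes the hens as fixed. That value therefore does not settle this, and a link at lower levels stays open. Other splits of the libraries gave differences of up to 0.13 over all genes. They mix hens of both stages unevenly and so keep part of the stage difference, and they do not measure the spread among hens. A candidate explanation is that peaks are missed where a gene has few reads. The smaller difference at 5 to 20 FPKM than at 1 to 5 FPKM goes with it. Of genes with a peak, 38.5% had peaks at 1 stage only at 0.5 to 1 FPKM, 15.9% at 1 to 5, 7.86% at 5 to 20 and 13.0% above 20. Few reads do not account for the difference under 0 above 20 FPKM. Nor do they account for the share of genes with a BLP peak, which was 81.1% at 5 to 20 FPKM and 66.5% above. Age, which the design names, was not tested apart from this explanation. The 10 splits are too few for a share under 0.05 (1 split as large; real 0.32, highest other 0.13, and 0.11 among splits that part all 3 pairs).

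Adrenal and chromaffin genes were lower in LPP and uneven among BLP hens: *PNMT*, which the paper does not discuss, reached 236.9 FPKM in BLP replicate 2. The list was 2.18 higher in BLP replicate 2 than in BLP replicate 3 (matched random lists −0.19 to 0.18), consistent with adrenal tissue taken with some ovaries. Nerve tissue cannot be told apart: *CYP21A1* and *MC2R* differed by 3.07 and 2.07 in that pair, but 2 genes are too few to exclude it, and the nerve and glia list was itself 0.99 higher in that pair (random lists −0.15 to 0.18) and 0.64 higher in BLP replicate 1 than in BLP replicate 3. For the steroid enzymes that fell, the same ratio was 0.0725 (SD 0.45 over genes), and for BLP replicate 1 over 3 it was 0.23 (SD 0.51), beside 2.18 and 1.46 for the adrenal list, and the second pair leaves open whether adrenal tissue may account for part of their fall. An earlier test, without BLP replicates 1 and 2, which leaves 1 BLP hen, moved their median from −1.60 to −1.18 (SD 0.78) and that of the adrenal list from −1.96 to −0.98, and also left it open; of the 13 adrenal genes, 8 were at 0.5 FPKM or more in all libraries, and *TH* is also on the nerve list.

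*CYP2W1* was high in LPP replicates 1 and 3 and low in LPP replicate 2, as was *FOXJ1*, outside the genes the paper discusses, at 25.4 FPKM in LPP replicate 3. The surface epithelium and cilia list was 0.49 higher in LPP replicate 3 than in LPP replicate 2 (random lists −0.16 to 0.20) and 0.41 higher in LPP replicate 1 than in LPP replicate 2. The 103 genes of GO terms on axonemes and cilium movement were 0.31 higher in the first pair (random lists −0.046 to 0.10). In the second pair they were 0.058 higher, inside the range of random lists (−0.045 to 0.092). The oviduct list moved more, by 2.06 and 1.22, but it shares *FOXJ1* with the surface epithelium and cilia list. Whether ciliated epithelium was taken with some ovaries therefore cannot be told apart from oviduct tissue or a difference among hens. Reads of *CYP2W2* are argued against: it differed by −0.16 in the same pair. Whether *CYP2W1* is expressed in ciliated cells was not tested, and no biological explanation was tested.

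The hemoglobin gene *HBA1*, which the paper does not discuss, was at 1840.4 FPKM in BLP replicate 3.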

How the results depend on the processing

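Voom, the omission of both BLP replicate 1 and BLP replicate 2, the high-confidence peaks, genes by listed adenosines and the 5 FPKM filter over 6 libraries were chosen after the result was seen; the other settings were fixed before the data were examined. The cause of a change was not tested unless stated.

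DEGs at an adjusted p under 0.05 were 3333 to 4289 (1748 to 2239 higher, 1585 to 2050 lower) with 1 hen left out, and 2156 (1236 higher, 920.0 lower) without both BLP replicates 1 and 2. That fit has 1 BLP hen, whose spread is taken from the LPP hens, so a call it loses says little. *CYP2W1* ranged from 1.46 (without LPP replicate 3) to 3.39 (without LPP replicate 2) in limma on FPKM; 4.80 in the authors' deposited table is their own fold change and no part of that range. Mean r within a stage was 0.971 with a pseudocount of 0.1 and 0.985 with no filter on low values. KEGG pathways were 1 with the background of all tested genes. Lower GO terms were 10 with quantile normalization, 1 at a mean FPKM of at least 2, 11 by the authors' p-values, 2 by voom on recovered reads, 2 without both BLP replicates 1 and 2, and 4 to 9 with 1 hen left out. With an estimated correlation 0 of the gene lists passed.

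Genes with peaks only in LPP had medians of −0.046 (mean FPKM at least 5 in both stages), −0.020 (at least 5 over 6 libraries), −0.017 (FPKM as deposited), 0.073 (quantile normalization), 0.13 (no filter), 0.095 (any peak without overlap), 0.099 (genes by listed adenosines, adjusted p = 0.0483), 0.094 (replicate block, adjusted p = 0.0455) and 0.077 to 0.11 with 1 hen left out; those only in BLP 0.030, −0.0032 and −0.094 (at least 5 FPKM in both, at least 5 over 6 libraries, at least 2). With the filter on both stages, 49 LPP-only genes rose and 76 fell, and 50 BLP-only genes rose and 37 fell (camera adjusted p = 0.644 and 0.224). Both medians thus turned sign, beside −0.041 for genes with peaks in both stages. The filter removes genes that fell below 5 FPKM at 1 stage because they changed, which can move medians towards 0. The LPP-only median was 0.027 at a mean of at least 2 FPKM and 0.065 with peaks that hold a high-confidence site. Peaks with a high-confidence site were 15320 and 15759 in BLP and LPP. Shared peaks were 64.2% and 63.0% (at least 50% of each peak), 82.1% and 79.9% (genomic span), 88.7% and 84.5% (mean FPKM at least 5 in both stages), 86.0% and 83.4% (high-confidence site).

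List medians that turned sign: granulosa cell 0.033 without both BLP replicates 1 and 2 (−0.20 to −0.12 with 1 hen left out); meiosis −0.15 (no filter), −0.19 (at least 2 FPKM) and −0.038 (without LPP replicate 3) to 0.15 with 1 hen left out; yolk uptake −0.031 (no filter); apoptosis −0.013 (at least 2 FPKM); Wnt −0.0093 (without LPP replicate 3; to 0.13 with 1 hen left out), −0.030 (without both); MAPK −0.11 (as deposited), −0.0075 (quantile), −0.0060 and −0.011 (without BLP replicate 1 or 3; 0.17 without both); erythrocytes −0.059 (quantile), −0.51 (without BLP replicate 2), −0.10 (without LPP replicate 1), −0.030 (without LPP replicate 3), −0.92 (without both), and 0.57 without BLP replicate 3; nerve and glia 0.0090 (without both; lowest −1.06 without BLP replicate 3). Over 133 named genes, 2017 of 2112 values kept direction and side of the threshold, 88 were weaker, 7 stronger and 0 reversed; over 28 lists 408 of 448 did, with 20 weaker, 2 stronger and 18 reversed.

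The replicate block changed the calls of genes with peaks only in LPP and of *UTS2RL*, and changed no other call among the named genes and lists. Thresholds of 3-fold enrichment and FDR of 0.001, the exon-based annotation and the motif alternatives were not run, and *CASP18* has no value at a mean FPKM of at least 2. Ovaries of 3 hens per stage and 1 peak list per stage limit the comparisons. Splits of the libraries, 10 in all, are too few for a share under 0.05: as large were 1 for DEGs at an adjusted p under 0.05 (4813, highest other 0), 1 at the stated thresholds (1418, 100), 1 at those of the figure (3499, 190.0) and 2 for gene lists (12, highest other 12, from BLP replicates 1 and 2 with LPP replicate 2); among splits that part all 3 pairs the highest others were 0, 48, 128 and 10.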

Differences from the paper's values

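At the stated thresholds (p of at most 0.05, more than 2-fold) 1418 genes were DEGs, 785 higher and 633 lower in LPP, where the paper gives 4354, 2282 and 2073. This difference held under each alternative set before the data were examined: 1486 with FPKM as deposited, 1441 with quantile normalization, 1866 and 1080.0 with pseudocounts of 0.1 and 1, 1443 without filter, 1135 at 2 FPKM, 1440.0 with the replicate block, 2063 with the authors' p-values over the genes kept, and 1293 to 1546 with 1 hen left out. At the thresholds printed in Figure 4B the counts were 3499, 1844 and 1655, within 1.5 times of the paper's. The 1420.0 higher with FPKM as deposited, and the 2792, 1504 and 1288 at 2 FPKM, lie further from it; the totals of the other alternatives were 3075 to 3981. In the deposited table of the authors, their own DESeq2 p values and folds give 2456 genes at the stated thresholds. In the same table, p under 0.05 and a 1.5-fold change give 4354 genes (2282 higher, 2072 lower). That fold was chosen after its count was seen, and of these genes 3936 were tested here and 3433 were called at the Figure 4B thresholds, all in the same direction; 503 were tested and not called, and 418 were not tested.

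*CASP18* had a log2 fold change of 1.63, and the paper's supplement gives 2.2869. A pseudocount of 0.1 (2.10) falls within the paper's, as does voom (2.27), chosen after the values were seen, which keeps the call; the deposited 2.29 is the authors' own value and no recomputation; FPKM as deposited, quantile normalization, a pseudocount of 1 (1.28), no filter, the block and each hen left out (1.46 to 1.81) do not. Direction and call are the same.

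The paper states a significant rise of *CYP2W1*. Here it had a log2 fold change of 2.33 with an adjusted p of 0.112 from limma. That fold change is on log2(FPKM + 0.5), which understates the change of genes with low values. It is called by the authors' own p-values over the genes kept, readjusted (adjusted p = 0.00076, with their fold change of 4.80), and in the limma fit without LPP replicate 2 (3.39, adjusted p = 0.0025), and not without LPP replicate 3 (1.46, adjusted p = 0.155).

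The paper states that DEGs were enriched in apoptosis, p53 and other pathways. Fisher exact tests gave 0 KEGG pathways at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05. Against all tested genes 1 pathway passed (cytokine-cytokine receptor interaction). Only 109 tested genes carried a pathway, with 5 in Apoptosis, 3 in p53 signaling and 1 in VEGF signaling. Pathways of this size could hardly pass an adjustment over 80 pathways, so these tests do not decide on the paper's enrichment. The paper also names apoptosis and p53 signaling for genes with DMPs, which was not tested here. Camera on lists from general knowledge called apoptosis (adjusted p = 0.0444) and VEGF signaling, and neither with an estimated correlation (adjusted p = 0.387). Apoptosis was not called without BLP replicate 2 (0.0814), with FPKM as deposited (0.0567), by voom (0.0696) or at 2 FPKM (0.189).

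The paper states a positive relationship between m6A and expression. By presence of peaks, the difference of medians was 0.32 over all tested genes and 0.92 at 1 to 5 FPKM, in the paper's direction. At 5 to 20 FPKM it was 0.18 (95% interval over genes 0.03 to 0.37), also in that direction, and above 20 FPKM it was −0.12, in the other. Such intervals take the hens as fixed, so the signs above 5 FPKM are not settled. Other splits of the libraries gave differences of up to 0.13 over all genes. They mix hens of both stages unevenly and so keep part of the stage difference, and they do not measure the spread among hens.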

Other observations

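Of the 29 measured genes of m6A writers, erasers and readers, 4 rose and 3 fell in LPP (4 and 3 adjusted over the list alone; median −0.10; adjusted p = 0.408 from camera). The reader *IGF2BP1* fell from 36.5 ± 3.37 to 13.9 ± 2.27 FPKM (SD, n = 3 hens each; log2 fold change −1.37, adjusted p = 0.00044 from limma), and *IGF2BP3* from 8.36 ± 1.00 to 3.06 ± 0.301 FPKM. *IGF2BP2* rose by 0.78, *EIF3H* by 0.58 and *HNRNPC* by 0.52. The demethylase *FTO* had a log2 fold change of −0.74 (adjusted p = 0.019), and 0.0637, 0.0651 and 0.0517 without BLP replicate 1, BLP replicate 2 and LPP replicate 2. *EIF3A* had 0.33 (adjusted p = 0.019), and 0.0652 and 0.0607 without BLP replicate 1 and BLP replicate 3 and 0.086 with FPKM as deposited.

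Of 26 interferon response genes, 8 rose and none fell (8 and 0 adjusted over the list alone; adjusted p = 0.015, adjusted p = 0.613 with an estimated correlation). Without BLP replicate 2 or LPP replicate 1 the adjusted p of the interferon list was 0.0803 and 0.105. Of 19 nerve and glia genes, 7 fell and none rose (0 and 7 adjusted over the list alone; adjusted p = 0.008, adjusted p = 0.556 with an estimated correlation), with *NEFM* from 75.3 ± 2.56 to 33.0 ± 4.42 FPKM, and the nerve and glia list had an adjusted p = 0.0556 without BLP replicate 2. Its median was −0.87, −1.06 to −0.38 with 1 hen left out and 0.0090 without both BLP replicates 1 and 2, hens in which it was 0.64 and 0.99 higher than in BLP replicate 3, as the adrenal list was by 1.46 and 2.18. Of 11 liver genes 1 rose and 5 fell (1 and 5 adjusted over the list alone; adjusted p = 0.0726; 0.0451 without LPP replicate 1). Of 11 oviduct genes 2 rose and none fell (2 and 0 adjusted over the list alone; adjusted p = 0.212; 0.00514 without LPP replicate 2), with *AVD* at 15.4 ± 2.65 and 180.7 ± 59.1 FPKM. Of 18 surface epithelium and cilia genes, 2 rose and 6 fell (2 and 6 adjusted over the list alone; adjusted p = 0.936), with *KRT7* at a log2 fold change of 1.57. Of 14 erythrocyte genes 1 rose and 2 fell (1 and 1 adjusted over the list alone; adjusted p = 0.936), with *GYPC* at 1.29 and *TFRC* at −0.68.

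Ribosomal protein genes led the GO terms for genes higher in LPP, with cytosolic large ribosomal subunit at 37 of 47 genes (adjusted p = 5.2e-16). Their median log2 fold change was 0.60, and 0.48 with FPKM as deposited and 0.13 with quantile normalization.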
